# Differential gene expression is not required for facultative sex allocation: a transcriptome analysis of brain tissue in the parasitoid wasp *Nasonia vitripennis*

**DOI:** 10.1098/rsos.171718

**Published:** 2018-02-21

**Authors:** Nicola Cook, Rebecca A. Boulton, Jade Green, Urmi Trivedi, Eran Tauber, Bart A. Pannebakker, Michael G. Ritchie, David M. Shuker

**Keywords:** sex allocation, behavioural genetics, transcriptomics, parasitoid, local mate competition, *Nasonia*

## Abstract

Whole-transcriptome technologies have been widely used in behavioural genetics to identify genes associated with the performance of a behaviour and provide clues to its mechanistic basis. Here, we consider the genetic basis of sex allocation behaviour in the parasitoid wasp *Nasonia vitripennis*. Female *Nasonia* facultatively vary their offspring sex ratio in line with Hamilton's theory of local mate competition (LMC). A single female or ‘foundress’ laying eggs on a patch will lay just enough sons to fertilize her daughters. As the number of ‘foundresses’ laying eggs on a patch increases (and LMC declines), females produce increasingly male-biased sex ratios. Phenotypic studies have revealed the cues females use to estimate the level of LMC their sons will experience, but our understanding of the genetics underlying sex allocation is limited. Here, we exposed females to three foundress number conditions, i.e. three LMC conditions, and allowed them to oviposit. mRNA was extracted from only the heads of these females to target the brain tissue. The subsequent RNA-seq experiment confirmed that differential gene expression is not associated with the response to sex allocation cues and that we must instead turn to the underlying neuroscience to reveal the underpinnings of this impressive behavioural plasticity.

## 1. Introduction

The genomics revolution has brought several new technologies to behaviour genetics. For instance, the top-down assessment of genetic variation underlying quantitative traits can now be extended through genome-wide association studies using large-scale single nucleotide polymorphism datasets [1,2]. In terms of bottom-up approaches, gene knockdown and gene editing techniques, such as RNAi [3–5] and CRISPR-cas9 [6,7], respectively, have also promised to help unpick molecular mechanisms underpinning behaviour on a gene by gene, or nucleotide by nucleotide basis. However, it has been the development of accessible whole-transcriptome technologies (from microarrays to RNA-seq) that have perhaps been the most widely used, not least because they help fill the gap between top-down and bottom-up approaches to behaviour genetics [8], and because they can be applied in non-model species [9].

Transcriptome studies can approach the genetic basis of behaviour in two ways. First, surveys of expressed genes can identify what genes and gene networks are associated with the performance of a behaviour. Recent examples in non-model insects include parental care in the burying beetle *Nicrophorus vespilloides* [10] and oviposition behaviour in the parasitoid wasp *Nasonia vitripennis* (Walker, 1836) [11]. However, a great many genes may be expressed during the action of a behaviour (especially over the time scale usually assayed, i.e. at least minutes, if not hours) many of which will have little or no direct relationship to facilitating the performance of that behaviour. The most obvious example would be genes that are upregulated or downregulated as a consequence of a particular behaviour, rather than genes that are causal [12]. While the former is undoubtedly useful for expanding our understanding of the genetic, and perhaps physiological, context of behaviour, it is less helpful in identifying the genes that bring a behaviour into being.

Second, transcriptomic studies of behaviour often involve identifying the changes in gene expression that occur when a behaviour commences or when a behaviour shifts. For example, the transition between virgin and ‘mated’ reproductive status in honeybee queens is associated with significant changes in the expression of chemo-reception, metabolomic, vision and immune-related genes [13]. However, the time scale of analysis again makes it difficult to separate behavioural cause and consequence of the mating process, i.e. which expression changes are attributable to the performance of, for example, the mating flight and/or copulation and which are a consequence of those behaviours having occurred. Nevertheless, experimental manipulation of behaviour has helped identify genes and gene networks that appear to have a causal relationship with the performance of a behaviour, i.e. ‘behaviour genes’ [14].

Here, we consider the genetic basis of sex allocation in the parasitoid wasp *Nasonia vitripennis*. Female *Nasonia* facultatively vary their offspring sex ratios in line with Hamilton's theory of local mate competition (LMC) [15]. Females parasitize locally discrete patches of blowfly pupae, with emerging offspring mating before females disperse to found the next generation [16]. If only one female lays eggs on a patch, then on emergence, related males (i.e. brothers) compete for mates among their sisters. Hamilton showed that this favours mothers producing female-biased sex ratios that reduced competition among brothers and increased the number of sisters available for them to mate with [15,17]. Indeed, a single female laying eggs on a host—termed a ‘foundress’ in the parasitoid literature—should produce the minimum number of sons needed to fertilize her daughters. However, if multiple foundresses lay eggs together, the degree of competition among related males is reduced (in Hamilton's parlance, the degree of local mate competition is reduced), and so less female-biased sex ratios are favoured. One way to conceptualize this reduction of LMC as more females lay eggs together is that as the number of foundress females increases, the fitness returns of sons and daughters becomes more equal, and a mother is as successful at producing grand-offspring through sons as through daughters.

To allocate sex in line with LMC predictions, female *Nasonia* need to estimate the extent to which their sons will face kin versus non-kin in terms of mate competition, i.e. the extent of LMC. Since the pioneering work of Werren [18–20], we have collected an impressive array of phenotypic studies that have confirmed that female *Nasonia* pay attention to a whole range of LMC cues [21–25]. Our understanding of the genetics underlying this impressive behavioural plasticity is much more limited however. Early work by Orzack and co-workers confirmed the presence of genetic variation in sex allocation in *N. vitripennis* [26], and more recent work has measured the mutational heritability of single-foundress sex ratios [27] and also identified quantitative trait loci associated with sex ratio variation [28]. To move beyond these quantitative genetic approaches, Pannebakker *et al.* [11] used a whole-transcriptome approach to explore changes in gene expression associated with oviposition (a necessary part of sex allocation, as eggs are fertilized or not immediately prior to oviposition: as a haplodiploid insect, fertilized diploid eggs develop into females, and unfertilized haploid eggs develop into males [29]). They showed that 332 genes displayed different expression patterns when females were ovipositing when compared with resting controls, with the majority of the changes associated with the downregulation of genes associated with metabolism.

Most recently, Cook *et al*. [30] extended this study to compare patterns of gene expression associated with facultative sex allocation, with transcriptomes screened in females that were either alone or in groups of 10 (‘social’ LMC cues [31]), and that were either given no hosts, unparasitized hosts, or already parasitized hosts (‘host’ LMC cues), in a fully factorial 3 × 2 design. From the phenotypic studies, we knew that females should produce different sex ratios when ovipositing in the presence of other co-foundresses and/or when ovipositing on hosts that had already been parasitized (the so-called superparasitism [32]). However, there was no evidence of changes in gene expression associated with co-foundresses or superparasitism. Instead, there was a strong pattern of differential gene expression (DGE) associated with the presence or the absence of hosts (i.e. whether females were ovipositing or not), with 1359 genes showing significant DGE. This study therefore confirmed that oviposition leads to changes in gene expression in female *Nasonia*, but strongly suggested that facultative sex allocation does not.

Both Cook *et al.* [30] and Pannebakker *et al.* [11] harvested mRNA from whole bodies. While this is still common for behavioural transcriptome studies, especially in non-model insects, whole-body approaches have been criticized; selecting only the tissues most relevant to the behaviour will increase the relevance of the gene expression data [12]. To begin to address this, here we performed an RNA-seq experiment using mRNA harvested from the heads of female *N*. *vitripennis*, to target the brain tissue of the wasps. While the neural basis of oviposition and sex allocation behaviour is unknown (but see below), it is likely that regions of the brain such as the mushroom bodies are sites of information processing that should be relevant for such behavioural decisions [33]. We allowed females to lay eggs in one of three foundress conditions (alone, with four co-foundresses or with nine co-foundresses) and tested whether the facultative sex allocation in response to foundress number is associated with DGE across the *N. vitripennis* transcriptome.

## 2. Material and methods

### 2.1. Study species

*Nasonia vitripennis* (Hymenoptera, Chalcidoidea) is a generalist parasitoid of large dipteran pupae including species of Calliphoridae. Females oviposit between 20 and 50 eggs in an individual host, with male offspring emerging just before females (after approx. 14 days at 25°C [16]). Males are brachypterous and unable to fly, remaining close to the emergence site where they compete with each other for emerging females, including their sisters. Females disperse after mating to locate new hosts. The focal females used in this experiment were from the AsymC strain, originally isolated in 1986 by curing the wild-type strain LabII of *Wolbachia* and is known to be free of sex-ratio distorters [34,35]. Wasps have been maintained on *Calliphora vomitoria* or *C. vicina* hosts at 25°C, 16 L : 8 D light conditions ever since. Where co-foundresses were required, these were taken from the red-eye mutant STDR strain, allowing us to track the offspring of a single AsymC female using eye colour. The STDR strain is maintained under conditions identical to the AsymC strain.

### 2.2. Experimental design

To control for possible host and other maternal effects, experimental females were not drawn straight from stock populations. Instead, 2-day-old, mated, wild-type AsymC females were isolated from the mass cultures into individual glass vials. Each female was provided with three hosts and allowed to oviposit. Experimental females were drawn from the resulting F_1_ generation, one female per ‘grandmother’. We balanced the emergence of the F_1_ generation over three days, and therefore the experimental set-up, so that we needed to process fewer replicates simultaneously. This reduced the time-difference between the harvesting of females for RNA extraction (see below).

Experimental females were pre-treated in the first instance by provision with a single host for 24 h and then provision with honey solution for the following 24 h. This pre-treatment procedure allows host-feeding and facilitates egg development. We then employed a simple three-treatment experimental design, with *N* = 135 replicates per treatment (total *N* = 405 experimental females), balanced over 3 days. Females were allocated to one of three ‘foundress number’ groups: (i) single foundress, (ii) five foundress (i.e. one experimental female plus four STDR co-foundresses ovipositing simultaneously) or (iii) 10 foundress (i.e. one experimental female plus nine STDR co-foundresses ovipositing simultaneously). Females were given access to three hosts and allowed to explore the hosts and oviposit for 3 h. At the end of the 3 h period, focal females were identified by eye colour and their heads excised and placed into RNAlater (ThermoFisher Scientific, Waltham, MA, USA) for storage at −20°C in advance of RNA extraction. Hosts were returned to the incubator and the emergent offspring counted and sexed to verify that the expected sex allocation response was noted in this experiment (electronic supplementary material, figure S1; females produced increasingly male-biased sex ratios with an increase in foundress number). Only the heads of females that produced offspring were used for RNA extraction. Heads were pooled into groups of 12 within treatment group (*n* = 8 pools per treatment, *N* = 24 overall) and stored at −20°C in advance of RNA extraction.

### 2.3. RNA extraction

RNA was isolated from 12 pooled heads using the TRIzol Plus RNA Purification Kit in conjunction with the PureLink RNA Mini Kit (Life Technologies, Paisley, UK) according to the manufacturer's instructions. Additional steps for ‘On-Column PureLink DNase Treatment During RNA Purification’ were followed. Concentration and integrity of RNA samples were checked using a Nanodrop spectrophotometer (Nanodrop Technologies, Wilmington, DE) and a bioanalyser system (Agilent Technologies, Santa Clara, CA), respectively. Total RNA obtained was (mean total RNA available for library preparation = 0.855 µg, s.d. = 0.297 µg) of good quality (260/280 ≥ 1.8, RIN values ≥ 8.0 for all samples).

### 2.4. Library preparation and sequencing

Library preparation and sequencing were carried out by Edinburgh Genomics. As in our previous work [30], mRNA library preparation for paired-end sequencing was carried out using the Illumina TruSeq RNA Sample Prep Kit (Illumina, San Diego, CA) following the Illumina TruSeq Sample Preparation v2 (Low Sample) protocol. Briefly, mRNA was purified from total RNA samples using oligo-dT-attached magnetic beads and fragmented using divalent cations at 94°C. First-strand cDNA synthesis was carried out using reverse transcriptase and random hexamer primers. Second-strand synthesis was carried out using RNA polymerase I and RNase H. Overhangs resulting from fragmentation were converted to blunt ends and 3′ ends were subsequently adenylated. Sanger indexing adapters were ligated to the fragments that were then purified and PCR-amplified to create the final cDNA libraries for sequencing. Library preparation was successful for all but one sample; a single replicate from the five-foundress treatment group. A total of 23 libraries were sequenced on the HiSeq2000 (125 bp paired-end) according to the manufacturer's instructions. 

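Each library was made from RNA of the pooled heads of 12 AsymC females of the same foundress number group, so that the pool, and not the single female, was the unit of replication. The authors deposited the number of reads counted on each gene, without normalization, for 8 single-foundress, 7 five-foundress and 8 10-foundress libraries. Single-foundress replicate 2 was removed by the authors as an outlier before testing. In the 22 libraries that were tested, between 27953555 and 44849128 reads per library were counted on genes in the single-foundress group (median 32164140, n = 7). The five-foundress group had between 25194329 and 69696501 (median 38984696, n = 7) and the 10-foundress group between 29308446 and 51134453 (median 34615440, n = 8). Single-foundress replicate 2 had 52427768, the highest total of its group. No pair of libraries of the same group was alike within counting noise, as chi-square per gene lay between 32.7 and 651 over the 77 pairs. For the values given here, counts were normalized with TMM factors in edgeR and tested with its quasi-likelihood test, with foundress number as the only factor and all 3 groups in one fit. Every gene with at least 1 read in the libraries fitted was tested, and p-values were adjusted by the Benjamini and Hochberg method. DESeq2, the tool of the paper, was run on the same counts as an alternative. The set-up was balanced over 3 days, but the day of each pool is not labelled, so that no term for the day was fitted.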

Raw sequence reads are available from the Gene Expression Omnibus database at NCBI (Accession: GSE105796).

### 2.5. Mapping, filtering and annotation

Raw reads were filtered for quality (reads with an average Phred quality score of 30 or higher over the length of the read were retained) and adapter contamination using cutadapt (v1.8.3). Filtered, adapter-trimmed reads were subsequently aligned to the *N. vitripennis* genome (Assembly Nvit 2.1: NCBI Accession: GCF_000002325.3) using tophat2 (v. 2.0.14). Read counts per gene were obtained using HTSeq (v. 6.0.1) ‘union’ mode with ‘NCBI *Nasonia vitripennis* Annotation Release 101’.

In terms of the dataset, we obtained 2 332 938 466 trimmed reads across all 23 sequenced libraries with 95.14% of reads mapped to Nvit 2.1 overall (see the electronic supplementary material, table S1, for individual library mapping statistics). 

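Among the 22 tested libraries, table S1 gives a mapped percentage between 94.64% and 96.05% in the single-foundress group, with a median of 95.46% (n = 7). It lay between 95.14% and 95.84% in the five-foundress group (median 95.64%, n = 7) and between 93.98% and 95.89% in the 10-foundress group (median 95.1%, n = 8), so that the ranges of the 3 groups overlapped. Over all 23 libraries the number of mapped reads in table S1 was 2219659606.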

Owing to the ‘union’ mode applied to HTSeq, some of the reads that mapped ambiguously to a gene were removed (i.e. not counted) and the final dataset comprised 886 364 361 reads mapped to 14 131 genes. 

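If each read pair was counted once, the counts summed over the 23 libraries made up 79.9% of the mapped pairs, taken as the mapped reads of table S1 divided by 2. This share was between 76.0% and 82.8% in each of the 22 tested libraries and 83.1% in single-foundress replicate 2. The gene with the highest mean share of the counts was LOC100122102, with 4.74% ± 1.93 (SD, n = 23 libraries) and a range from 2.69% to 10.8%. Lop1 followed with 0.870% ± 0.159 (SD, n = 23) and LOC100115165 with 0.797% ± 0.113 (SD, n = 23).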

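Of the genes listed in the table of counts, 13599 had at least 1 read in the 22 libraries without single-foundress replicate 2, and 13613 had at least 1 read when that library was included. A single library among the 22 had reads on between 12275 and 12774 genes, and single-foundress replicate 2 had reads on 12848.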

For 13 599 of these genes, at least one read was mapped.

### 2.6. Statistical analyses

In the first instance, the count data were explored using DEseq2 [36] in the R environment [37] to check for any samples that were clear outliers. To this end, a regularized log transformation was applied to the count data and a principal component plot generated based on the count data from the 500 genes displaying the highest variance across all samples. 

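With all 23 libraries in the principal component analysis of the 500 genes with the highest variance, the distance of each library from the median of the others on the first 2 components was computed. Single-foundress replicate 2 lay at a distance of 62.5, and the farthest of the other 22 libraries, single-foundress replicate 6, at 22.7. The gap of single-foundress replicate 2 to the nearest library of its group, divided by the range of the group, was 0.649, above Dixon's 95% critical value for 8 libraries. The largest such ratio was 0.424 in the five-foundress group and 0.274 in the 10-foundress group, below the critical values for 7 and 8 libraries. With a variance stabilizing transformation in place of the regularized log, the ratio of single-foundress replicate 2 was 0.471, below the critical value, although it was still the farthest library at 53.2, and that of five-foundress replicate 10 was 0.578, above it. When every gene with at least 1 read entered the analysis, the ratios of these libraries were 0.752 and 0.585. The regularized log values of 26 genes shifted by more than 0.1 with the setting of the linear algebra library used in the computation, and over 4 settings the ratio of single-foundress replicate 2 lay between 0.631 and 0.649. In a computation with no setting fixed it was lower than in any of these, although above the critical value.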

One replicate from the single-foundress treatment group was found to be a clear outlier and was removed from subsequent analyses (electronic supplementary material, figure S2). This sample was subjected to identical experimental procedures as its corresponding replicates and the resulting RNA of similar high quality prior to library preparation and sequencing. 

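In table S1, 126233772 of the 137143190 trimmed reads of single-foundress replicate 2 were mapped, or 92.05%. The next lowest library of the same group was replicate 5 with 94.64%, and the next lowest of all libraries was 10-foundress replicate 20 with 93.98%. Within the single-foundress group the gap divided by the range was 0.648, above the critical value for 8 libraries. Of the 9342 genes with a mean of at least 100 normalized counts, 607 were more than 2-fold higher in single-foundress replicate 2 than the median of the other single-foundress libraries, and 135 were below 0.5 of it. Large numbers were not confined to this library, since 10-foundress replicate 17 had 414 and 930 such genes against the other libraries of its group. The genes with the largest ratios in single-foundress replicate 2 were LOC100120817 with 3750 normalized counts, against 0 to 21.6 in the other single-foundress libraries, LOC100118143 with 2166 against 0 to 62.9, LOC103317403 with 13337 against 0 to 47.2, cycB with 3413 against 1.27 to 50.2, and LOC100116491 with 3215 against 8.96 to 72.8. The genes with the smallest ratios were LOC100114502 with 0, against 0 to 1065, SPH125 with 2.81 against 0 to 5522, LOC103316197 with 111 against 107 to 48268, LOC100114068 with 37.9 against 39.5 to 6669, and LOC100123845 with 16.8 against 6.37 to 8307. For the first 5 genes this library stood above all the others, whereas for the last 5 other single-foundress libraries reached similarly low normalized counts.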

Notably, this sample had the lowest percentage of trimmed reads mapped to the reference genome (electronic supplementary material, table S1) suggestive of an anomaly at the sequencing stage. The removal of this outlier had no effect on the results in terms of the number of significantly differentially expressed genes (DEG).

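With DESeq2 at its present defaults, 0 genes had an adjusted p below 0.05 in any of the 4 tests, both without and with single-foundress replicate 2. In groups as large as these, the defaults replace counts of a single library that are flagged as extreme. DESeq2 was not run on all 23 libraries without this replacement, so that the result with single-foundress replicate 2 may rest on it. The numbers at an unadjusted p below 0.05 were 223 without and 222 with this library in the single- versus five-foundress comparison, 204 and 182 in the five- versus 10-foundress comparison, 434 and 488 in the single- versus 10-foundress comparison, and 260 and 293 for overall foundress number. With edgeR's quasi-likelihood test on all 23 libraries, 39 genes passed an adjusted p of 0.05 in the single- versus 10-foundress comparison and 77 for overall foundress number, while 0 passed in the single- versus five-foundress comparison (500 unadjusted) and in the five- versus 10-foundress comparison (202 unadjusted). In 37 of the 39 and in 76 of the 77 genes, single-foundress replicate 2 had the highest normalized count of all 23 libraries. Limma-voom with sample quality weights gave 3 genes in the single- versus 10-foundress comparison without this library and 6 with it.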

After the removal of outliers, DESeq2 was employed to test for differential expression between pairs of treatment groups by fitting a generalized linear model (GLM) for each gene and subsequently to determine whether each model coefficient differs significantly from zero. The Wald test was used for significance testing and the resulting false discovery rate (FDR) *p*-values were adjusted for multiple comparisons using the Benjamini and Hochberg method [38]. Adjusted *p*-values less than 0.05 would be considered indicative of DEG. Subsequently, we analysed the results comparing gene expression across the three treatments fitting the factor ‘foundress number’ in a GLM framework using the negative binomial error distribution and a likelihood ratio test for significance.

## 3. Results

Facultative sex allocation behaviour in response to co-foundresses is not associated with any short-term gene expression changes in the head, as a proxy for the brain, of female *N. vitripennis*. This result was consistent for all pairwise comparisons between the three treatment groups across 13 599 genes: single- versus five-foundress (FDR *p*-values all *p* > 0.99), five versus 10-foundress (FDR *p*-values all *p* > 0.99) and single- versus 10-foundress (FDR *p*-values all *p* > 0.1 bar a single gene (cytochrome P450 314A1, NCBI Gene ID: 100115247) for which *p* = 0.074). 

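In the 22 libraries, edgeR's quasi-likelihood test over 13599 genes found 0 genes past an adjusted p of 0.05 in each of the 3 pairwise comparisons and 0 for overall foundress number. At an unadjusted p below 0.05 there were 240 genes in the single- versus five-foundress comparison, 246 in the five- versus 10-foundress comparison, 433 in the single- versus 10-foundress comparison and 266 overall. Over all 13599 genes, the median absolute log2 fold change was 0.12, 0.11 and 0.14 in the 3 pairwise comparisons. Among the 9301 genes with a mean of at least 100 counts, the median standard error of the difference was 0.16, 0.15 and 0.15. The number past the adjusted threshold changed most, among the fits on the 22 libraries, when surrogate variables estimated by svaseq were added as covariates, with 4 genes, 0, 28 and 17 in the 4 tests. Limma-voom with sample quality weights gave 0 genes, 0, 3 and 0, with 382, 1018, 1917 and 1090 genes at an unadjusted p below 0.05. From the lack of genes past the adjusted threshold in any of its comparisons, the paper concludes that facultative sex allocation is not accompanied by changes in gene expression in the head, and it takes the head as a proxy for the brain.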

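The smallest adjusted p from edgeR's quasi-likelihood test was 1 in the single- versus five-foundress comparison, 1 in the five- versus 10-foundress comparison and 0.213 in the single- versus 10-foundress comparison, where the earlier form of the quasi-likelihood fit gave 0.693. CYP314A1, which is the cytochrome P450 314A1 gene, had 6.56 ± 0.71 CPM (SD, n = 7) in the single-foundress group, 8.59 ± 1.00 (SD, n = 7) in the five-foundress group and 8.99 ± 1.01 (SD, n = 8) in the 10-foundress group, from 157 to 552 counts per library. The single-foundress libraries lay between 5.87 and 7.77 CPM and the 10-foundress libraries between 7.68 and 10.5. Its log2 fold change in the 10- relative to the single-foundress group was 0.45 (standard error 0.10, adjusted p = 0.577 from edgeR). An exact two-sided permutation test of the log2 CPM of this one gene gave p = 0.000466 for the same comparison, not adjusted for the other genes. The difference was 0.39 (standard error 0.10, adjusted p = 1 from edgeR) between the single- and five-foundress groups and 0.07 (standard error 0.10, adjusted p = 1 from edgeR) between the five- and 10-foundress groups. With DESeq2, CYP314A1 had an adjusted p of 0.0716 in the single- versus 10-foundress comparison, and the next gene had 0.124. Over 41 alternatives its log2 fold change in this comparison stayed between 0.27 and 0.48 and its adjusted p between 0.0462 and 1, with 2 alternatives below 0.05. The lowest fold changes came with single-foundress replicate 2 included, in which CYP314A1 stood at 13.0 CPM, and edgeR then gave 0.27 (standard error 0.14, adjusted p = 0.972). In the five- versus 10-foundress comparison the smallest p was that of LOC100122011, with 0 to 2 counts per library in the five-foundress group and 1 to 59 in the 10-foundress group, where the value of 59 came from replicate 24 alone.

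**Figure D1:**
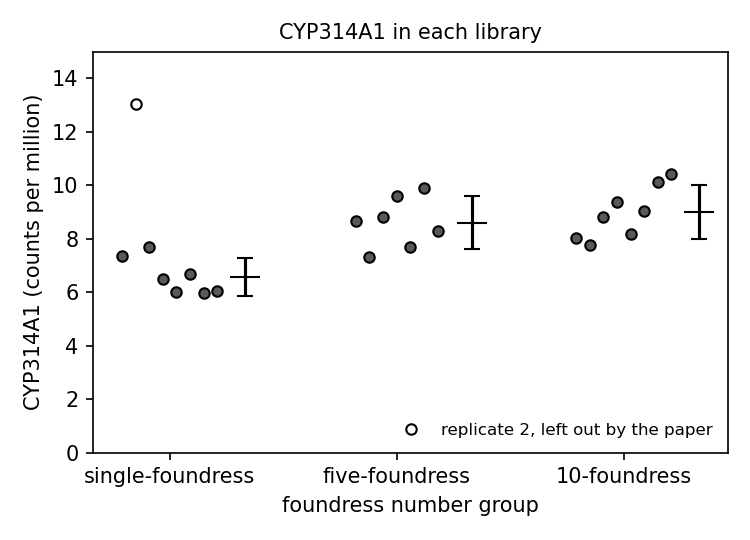
CPM of CYP314A1 (vertical axis) in each library, by foundress number group. Filled points are the 22 tested libraries, the open point is single-foundress replicate 2 at 13.0, with TMM factors from all 23 libraries, and bars give the mean ± SD over the tested libraries with factors from those 22, which is 6.56 in the single-, 8.59 in the five- and 8.99 in the 10-foundress group.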

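For overall foundress number, with both group coefficients tested together in edgeR, the smallest adjusted p was 0.238, for LOC103316497, and this gene had 0.0341 without single-foundress replicate 3 and 1.00 without single-foundress replicate 1, while the earlier form of the quasi-likelihood fit gave 0.995 with all 22 libraries. This gene also had the smallest p in the single- versus five- and the single- versus 10-foundress comparisons. It had 3 to 11 counts per library in the single-foundress group, 1 to 5 in the five-foundress group and 1 to 3 in the 10-foundress group, and its log2 fold change in the 10- relative to the single-foundress group was -1.60 (standard error 0.31). When each library was left out in turn, the adjusted p of that comparison in edgeR ranged from 0.0308 without single-foundress replicate 3 to 1 without 10-foundress replicate 23. Single-foundress replicate 2 had 0 counts of this gene, and with all 23 libraries the log2 fold change was -1.34 (standard error 0.41, adjusted p = 0.233 from edgeR). With the likelihood ratio test of DESeq2 the smallest adjusted p was 0.141, for CYP314A1, and the next was 0.321. When foundress number was entered as a numeric trend (1, 5 and 10) in edgeR, 0 genes passed an adjusted p of 0.05 and 519 had an unadjusted p below 0.05.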

An additional test for an overall effect of ‘foundress number’ on gene expression using a GLM approach confirmed this (FDR *p*-values all *p* > 0.1).

Prior to the application of adjustment for multiple comparisons, 215 genes were differentially expressed at *p* < 0.05 in the single- versus five-foundress comparison, 201 in the five- versus 10-foundress comparison and 427 in the single versus 10-foundress comparison. Similarly, 261 genes were differentially expressed at *p* < 0.05 in the factorial analysis prior to ‘false discovery rate’ correction. However, the lack of differentiation between treatment groups can be clearly seen in figure 1. 

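If no gene differed between groups and genes varied independently, 680 of the 13599 genes would fall below an unadjusted p of 0.05 in each comparison. In edgeR the number found corresponded to 1.77% of genes in the single- versus five-foundress comparison, 1.81% in the five- versus 10-foundress comparison and 3.18% in the single- versus 10-foundress comparison. Of these genes, 113 were higher and 127 lower in the five- than in the single-foundress group. In the 10-foundress group 155 were higher and 91 lower than in the five-foundress group, and 229 were higher and 204 lower than in the single-foundress group. Between the tools, 179, 170 and 350 of these genes also had an unadjusted p below 0.05 in DESeq2. Leaving out one library at a time moved the number in the single- versus 10-foundress comparison to between 301 and 1014, the highest without 10-foundress replicate 17. It was 931 without 10-foundress replicate 24, 705 without single-foundress replicate 5 and 656 without single-foundress replicate 6. In the five- versus 10-foundress comparison the number was 530 without 10-foundress replicate 18, 402 without replicate 17 and 381 without replicate 24.

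**Figure D2:**
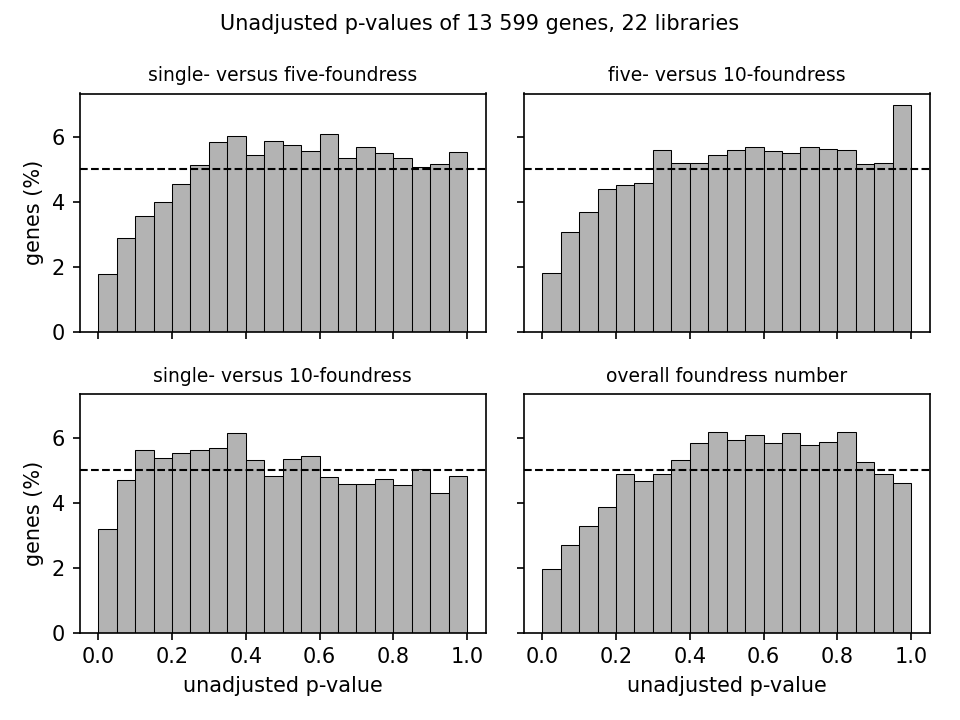
Percentage of the 13599 genes (vertical axis) by unadjusted p-value in bins of 0.05 (horizontal axis) for the 3 pairwise comparisons and for overall foundress number, from edgeR on 22 libraries. The dashed line is the 5% that each bin would hold if p-values were evenly spread, and the leftmost bin holds 1.77%, 1.81%, 3.18% and 1.96% of genes.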

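In edgeR the test of overall foundress number left 1.96% of genes at an unadjusted p below 0.05, and 193 of these genes were also below it in the likelihood ratio test of DESeq2. The number was 507 without 10-foundress replicate 17 and 434 without 10-foundress replicate 24, and otherwise lay within 1.5 times the value with all 22 libraries when a single library was left out.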

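The share of the variance of these 500 genes that lay between the 3 groups was 6.12% in a permutational multivariate analysis of variance (R2, permutation p = 0.874, 100000 permutations). With no difference between groups this share is expected to be 9.52%, because 3 groups of 22 libraries always differ by chance. For pairs of groups R2 was 3.36% between the single- and five-foundress groups (exact permutation p = 0.928), 4.05% between the five- and 10-foundress groups (exact permutation p = 0.817) and 6.38% between the single- and 10-foundress groups (exact permutation p = 0.530). With all 23 libraries the exact permutation p-values of these pairs were 0.916, 0.812 and 0.478. Across the alternative transformations, gene numbers and libraries left out in turn, R2 stayed between 5.43% and 7.92%.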

Overall, these results strongly suggest that there is no differential gene expression associated with exposure to different sex allocation cues.

**Figure 1.**
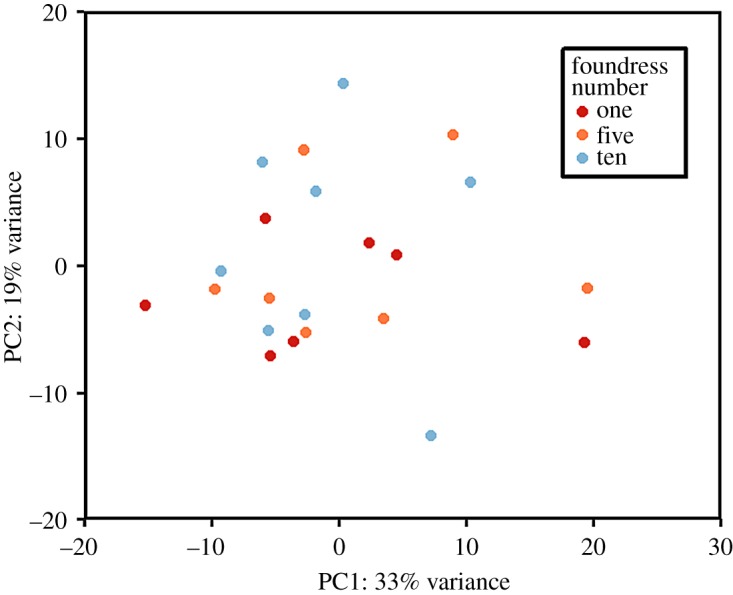
Principal component plot based on count data from the 500 genes displaying the greatest variance across all samples.

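In the 22 libraries PC1 held 32.9% of the variance and PC2 19.3%, and the groups overlapped on both components. The scores on PC1 were -0.522 ± 10.9 (SD, n = 7) in the single-foundress group, 1.63 ± 9.95 (SD, n = 7) in the five-foundress group and -0.967 ± 6.71 (SD, n = 8) in the 10-foundress group, with 1.69% of their variance between groups (permutation p = 0.851). On PC2 the share between groups was 5.97% (permutation p = 0.555). The genes with the largest loadings on PC1 varied over wide ranges between pools of the same group. LOC100121340 ranged from 0.163 to 196.5 CPM over the 22 libraries, CCE-D5 from 0.0976 to 125.7, LOC100422736 from 0.0651 to 131.9, LOC100123729 from 2.86 to 1460 and LOC100122694 from 9.40 to 3141.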

## 4. Discussion

The results presented here are in agreement with our previous findings [30] which showed that oviposition, i.e. the presence or the absence of a host, led to significant changes in gene expression at the level of the whole body in *N. vitripennis*, but that known sex allocation cues (the presence of co-foundresses or previously parasitized hosts) did not. Taken together, our results strongly suggest that the remarkable phenotypic plasticity that underlies facultative sex allocation in *Nasonia* does not involve systematic changes in gene expression.

That said, negative results bring their own evidential burden. While we are pleased to demonstrate that techniques used in our laboratory to assay differential gene expressions produce consistent results (especially given the recent concerns in the scientific community over reproducibility [39]), and while we also believe that we have a strong experimental design, we appreciate the risk of Type II and Type I errors. 

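To see what this design could detect, counts were simulated for the same genes with the means, dispersions and library sizes of the 22 libraries, and 200 genes were changed by a known fold. In the single- versus 10-foundress comparison, edgeR at an adjusted p of 0.05 recovered 0.5% of genes with the smallest simulated change, 19% of genes changed 1.5-fold and 57.5% of genes changed 2-fold, among 13514, 13509 and 13509 genes tested. For the 2-fold change the share rose to 82.4% among the 136 changed genes with a mean of at least 100 counts. DESeq2 recovered 29% of genes changed 1.5-fold and 63% of genes changed 2-fold in the same comparison, with 13 and 12 calls among unchanged genes, against 3 and 4 in edgeR. For a 2-fold change the share recovered by edgeR over all 200 genes was 54.5% in the single- versus five-foundress comparison, 56.5% in the five- versus 10-foundress comparison and 60.5% for overall foundress number. In simulated counts with no changed gene, between 4.86% and 5.04% of the 13505 genes had an unadjusted p below 0.05 in edgeR, and 0 passed an adjusted p of 0.05 in any of the 4 tests. DESeq2 gave 0, 3, 2 and 2 such genes in the same simulation, with between 4.66% and 5.29% of genes at an unadjusted p below 0.05. The simulated genes varied independently of one another, unlike genes in the pools.

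**Figure D3:**
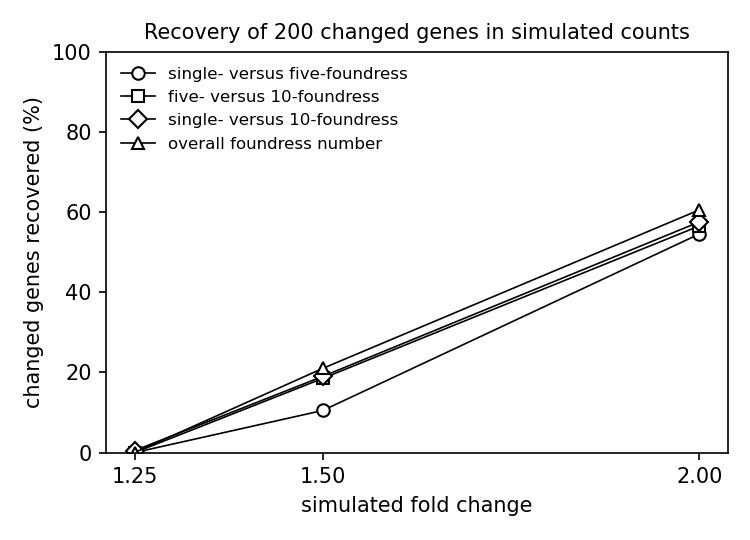
Percentage of 200 changed genes recovered by edgeR at an adjusted p of 0.05 (vertical axis) in simulated counts, by fold change (horizontal axis), for the 4 tests. Recovery is at most 0.5% at the smallest change, between 10.5% and 21% at 1.5-fold and between 54.5% and 60.5% at 2-fold.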

With any experiment, there is always a trade-off between cost and accuracy when selecting the number of biological replicates, and replication in RNA-seq studies has been a topic of discussion in the recent literature ([40–43] to name a few). In their comprehensive evaluation of 11 tools for RNA-seq data analysis, Shurch *et al.* [40] determined that at least six biological replicates should be used per treatment group and that with around this number of replicates Edge R [44] and DESeq2 [36] outperform other tools. Both of these tools are considered to have a superior true-positive identification rate and well-controlled FDR for genes exhibiting lower fold changes between treatment groups. The authors stated, however, that for *n* ≤ 12 biological replicates DESeq2 should be ‘the tool of choice’ and was therefore the most suitable for use in the current study.

To further illustrate the reliability of our results, we selected two replicates from each treatment group that showed ‘high divergence from others in their group’ in the principal component analysis plot (electronic supplementary material, figure S3) from the other two groups and ran an identical DESeq2 analysis to that presented here. This analysis, using only two biological replicates per treatment group, turned up 900 DEG when comparing single- versus five-foundress treatments, 49 DEG for five- versus 10-foundress treatments and 1397 DEG for single- versus 10-foundress treatments. Under a GLM framework, 1368 genes were differentially expressed in association with ‘foundress number’. This, firstly, highlights the importance of biological replication in RNA-seq studies as discussed by Shurch *et al.* [40] and, secondly, increases our confidence in the results presented here (i.e. by choosing the most divergent samples we can ‘find’ significant differential gene expression among our treatments, but such differences do not appear when using all the replicates). See Libbrecht *et al.* [45] for an analogous case with DNA methylation in social insects.

Behavioural transcriptomic studies on samples containing multiple tissue and/or cell types such as that reported here and previously (examples include [10,11,30,46]) have received criticism [47]. It has been suggested that non-isometric-scaling relationships, i.e. differences in size, within groups of samples and heterogeneity in scaling relationships across groups of samples may influence differential expression. This may result in false-positive or false-negative results that are attributable to non-isometric scaling at multiple biological levels rather than the trait in question [47]. However, this particular criticism is not applicable to our work, as the samples are comparable in size (either as whole bodies or as heads) and physiological state, i.e. there is no reason for any one treatment group to develop differently. As such, any issues with scaling should be negligible.

Another common criticism of whole-body transcriptomic studies is that the ‘signal’ of differential expression between treatment groups from some genes may be obscured simply because the regulation occurs in a single tissue or group of cells and the difference in expression is relatively low [9]. To try and evaluate this problem, in our previous work that only looked at whole bodies [30], we compared our list of 1359 genes that were differentially expressed during oviposition to a list of 79 genes and their associated peptides known to be both expressed and present in the venom gland and/or the ovary of *N. vitripennis* [48,49]. It is very likely that expression of these genes is highly concentrated in these female organs given that they function to envenomate the pupal host via the ovipositor prior to egg-laying. In spite of this, our original whole-body study picked up that 33 of these genes were differentially expressed in response to oviposition. Therefore, for two organs where DEG would seem extremely likely to be detected in response to oviposition, the signal was present even when sampling the whole insect.

We also considered whether the timing of our experiment may have prevented detection of DEG in response to sex allocation behaviour. To permit comparison with our previous work [30], we used the same timing: females were harvested after 3 h of exposure to hosts. In our previous experiment, we looked for DEG in response to both oviposition itself and sex allocation in a fully factorial design. We found clear evidence of DEG associated with oviposition but not with sex allocation [30]. It stands to reason that if we can detect DEG in association with oviposition at this time point, then we should also be able to detect any DEG associated with sex allocation; females allocate the sex of their offspring by releasing or withholding sperm to fertilize eggs or not as they are laid in order to allocate sex [16]. Thus, it seems that if DGE was involved in the process of sex allocation as distinct from oviposition, we would have been able to detect it using the methods described here.

Here, we have validated a negative result. We hypothesized that DGE in the neural circuitry, more specifically the brain, may be associated with the response to sex allocation cues but that it may not have been detected due to the whole-body approach. The results of the current study confirm that the response to sex allocation cues in female *N*. *vitripennis* is not facilitated by differential expression in the brain and so does not require or involve any significant alteration to gene regulation, while the process of oviposition itself does [30]. These findings, combined with our recent work on the effects of neonicotinoid pesticides—which disrupt synaptic nicotinic acetylcholine receptors—on sex allocation [50–52], mean that to understand the mechanistic basis of adaptive facultative sex allocation under LMC, we must instead now turn to the underlying neuroscience.

## Supplementary Material

Supplementary figures

## Supplementary Material

Supplementary tables

# Supplementary material for: Differential gene expression is not required for facultative sex allocation: a transcriptome analysis of brain tissue in the parasitoid wasp Nasonia vitripennis
**Source:** R Soc Open Sci. 2018 Feb 21;5(2):171718. doi: 10.1098/rsos.171718

**Figure S1:** Plot showing mean sex ratio produced in each of the “Foundress Number” treatment groups. Error bars are binomial confidence intervals. Number of females producing offspring and therefore used to calculate mean sex ratio is shown for each treatment.

**
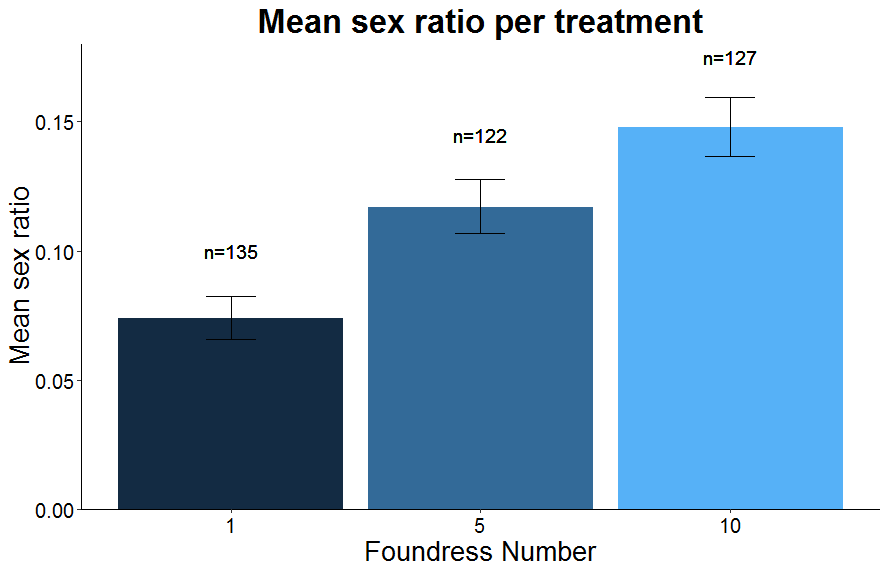
**

**Figure S2:** Principal Component Plots used to detect outliers**.** A) All 23 libraries included. B) After outlier Rep 2 from the single-foundress treatment group removed.

**A**

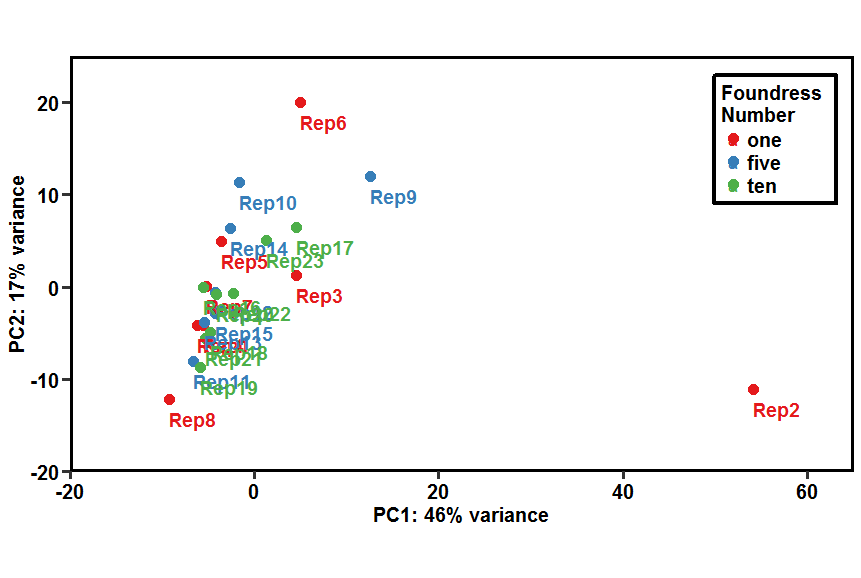

**B**

**
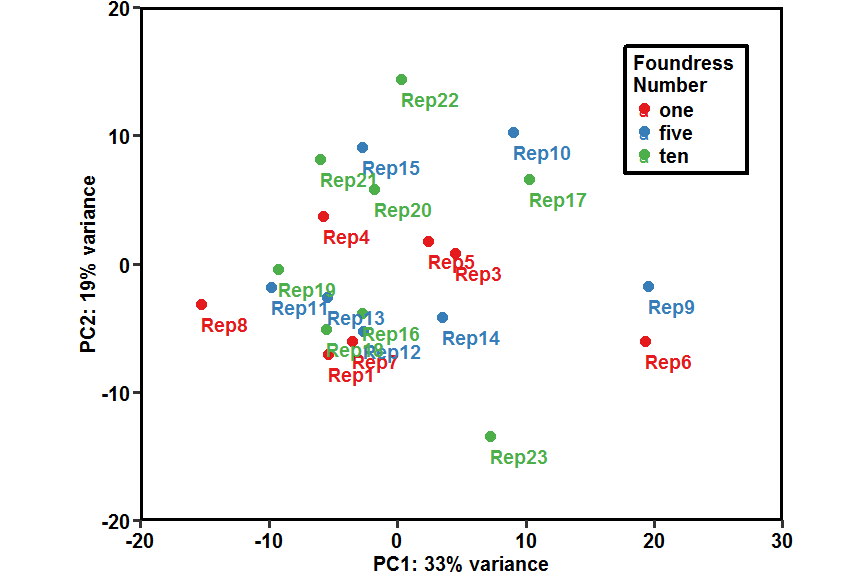
**

**Figure S3:** Principal Component Plot reproduced from Figure S1B showing replicates chosen to re-run the DESeq2 analysis (see Discussion).

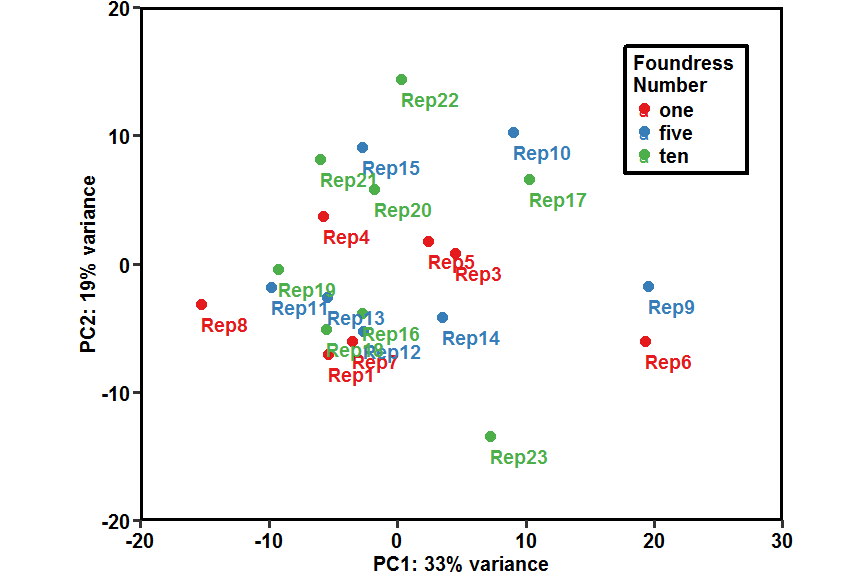

**Supplement:** Supplementary figures

# Supplementary material for: Differential gene expression is not required for facultative sex allocation: a transcriptome analysis of brain tissue in the parasitoid wasp Nasonia vitripennis
**Source:** R Soc Open Sci. 2018 Feb 21;5(2):171718. doi: 10.1098/rsos.171718
**Supplement:** Supplementary tables

**Table S1:** Mapping statistics for all sequenced libraries

| **Sample Number** | **Treatment group** | **No. trimmed reads** | **No. mapped reads** | **Percentage of trimmed reads mapped** |
| --- | --- | --- | --- | --- |
| 1_FN1 | Single foundress | 88770560 | 84604957 | 95.31 |
| 2_FN1 | Single foundress | 137143190 | 126233772 | 92.05 |
| 3_FN1 | Single foundress | 98802842 | 94312445 | 95.46 |
| 4_FN1 | Single foundress | 88438900 | 84944334 | 96.05 |
| 5_FN1 | Single foundress | 119720666 | 113306434 | 94.64 |
| 6_FN1 | Single foundress | 75620908 | 72291937 | 95.60 |
| 7_FN1 | Single foundress | 74324786 | 70976954 | 95.50 |
| 8_FN1 | Single foundress | 81108364 | 76810796 | 94.70 |
| 10_FN5 | Five-foundress | 111481154 | 106624648 | 95.64 |
| 11_FN5 | Five-foundress | 142762414 | 136829209 | 95.84 |
| 12_FN5 | Five-foundress | 73391406 | 69827328 | 95.14 |
| 13_FN5 | Five-foundress | 93301620 | 89040381 | 95.43 |
| 14_FN5 | Five-foundress | 105697300 | 100718298 | 95.29 |
| 15_FN5 | Five-foundress | 66456262 | 63661685 | 95.79 |
| 16_FN5 | Five-foundress | 178449808 | 170921838 | 95.78 |
| 17_FN10 | Ten-foundress | 83090508 | 78751601 | 94.78 |
| 18_FN10 | Ten-foundress | 117939390 | 112718494 | 95.57 |
| 19_FN10 | Ten-foundress | 112639622 | 106974229 | 94.97 |
| 20_FN10 | Ten-foundress | 86295036 | 81103175 | 93.98 |
| 21_FN10 | Ten-foundress | 99262896 | 94709323 | 95.41 |
| 22_FN10 | Ten-foundress | 80433942 | 76007434 | 94.50 |
| 23_FN10 | Ten-foundress | 130260196 | 124908933 | 95.89 |
| 24_FN10 | Ten-foundress | 87546696 | 83381401 | 95.24 |

How the deposited data were processed for this re-analysis (not part of the article)

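RNA was measured in pools of 12 heads of AsymC females that had been allowed to oviposit for 3 h alone, with 4 or with 9 co-foundresses. There were 8 single-foundress, 7 five-foundress and 8 10-foundress libraries. The authors deposited counts of reads per gene for the 23 libraries, without normalization. Before that, the authors kept reads with a high mean quality score, trimmed adapters with cutadapt, aligned the reads to the genome with tophat2 and counted them per gene with HTSeq in union mode, in which ambiguous reads are not counted. The paper does not state whether counting used the strand, so that counts of genes that overlap on opposite strands are uncertain, as are those of genes with near-identical copies. The table holds whole numbers, and 74 symbols are shared by more than 1 gene. The numbers of trimmed and mapped reads and the mapped percentage come from table S1 of the paper. The precision that this depth and the spread between pools gave is shown approximately by the standard errors. For edgeR each was computed as the absolute log2 fold change divided by the square root of the F statistic of the quasi-likelihood test. Their median was 0.16, 0.15 and 0.15 on the log2 scale in the 3 pairwise comparisons among genes with a mean of at least 100 counts. A gene with 1 to 11 counts per library gives no firm fold change.

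The samples were grouped by foundress number as labelled. Single-foundress replicate 2 was left out of the values for 22 libraries, as in the paper, and included in those for 23. The fit for each comparison, apart from the form of edgeR's quasi-likelihood fit, the rule for the genes named and the alternatives, apart from those that the closing section names as later, were chosen before the data were examined. Genes were named if the paper names them, if they had the smallest p of a test, if they had 1 of the 5 largest or 5 smallest ratios in single-foundress replicate 2 among genes with a mean of at least 100 normalized counts, if they had 1 of the 5 largest loadings on PC1, or if they had 1 of the 3 highest mean shares of the counts. Any other gene was named after its values were seen.

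Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors, quasi-likelihood fit and test, 1 read or more over the libraries fitted) and Benjamini and Hochberg adjustment over all genes tested. Of the fits that edgeR offers, the present one was used and its earlier form was an alternative; this was settled when the counts from both had been seen. The present form gave 240, 246, 433 and 266 genes at an unadjusted p below 0.05 and the earlier one 243, 247, 428 and 266, with 0 genes past an adjusted p of 0.05 from either. The smallest adjusted p was 0.213 in the single- versus 10-foundress comparison and 0.238 overall with the present form, and 0.693 and 0.995 with the earlier one. DESeq2 1.42.0, limma 3.58.1 (voom with sample quality weights) and sva 3.50.0 (svaseq, 5 surrogate variables) served for the alternatives. The paper states the tests of DESeq2 that it used, but not the version or whether a prior on fold changes was set, so that both were run. With the prior, 212, 201 and 424 genes had an unadjusted p below 0.05 in the 3 pairwise comparisons, and 0 passed an adjusted p of 0.05. These were other tools, normalizations, low-count filters, tests and covariates, fits of the groups compared alone, all 23 libraries, and each of 22 libraries left out in turn. Principal components were computed from regularized log values of the 500 genes with the highest variance, and the share of variance between groups was tested with 100000 permutations, or by enumeration for pairs of groups. The regularized log of the 23 libraries changed slightly with the setting of the linear algebra library, in 26 genes by more than 0.1, while that of the 22 libraries did not change (0 genes). One setting was therefore fixed, before the values that it gives had been seen, and 3 others were run beside it. Earlier values, computed with no setting fixed, placed single-foundress replicate 2 somewhat nearer to the other libraries than any of these settings.

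The tests of edgeR, DESeq2 and limma-voom were tested on simulated counts in which 200 genes were changed by 1.25, 1.5 or 2 times and on counts with no changed gene, and camera and the permutation test of the share of variance on simulated counts with genes changed by 2 times. The fits with principal components or surrogate variables, the other filters and the other normalizations were not tested on simulated counts. Lists of genes by product name, planned before, could not be tested because no product names accompany the counts, and 11 lists matched by symbol took their place: odorant receptors, gustatory receptors, nicotinic acetylcholine receptors, cytochrome P450, respiratory chain, cuticular proteins, serine proteases and homologues, immune genes, hexamerins, germline and cell division, and glutathione transferases and carboxylesterases. They were tested with camera on limma-voom values with a preset correlation of 0.01. Ratios of lists in single-foundress replicate 2 used CPM with 0.1 added. Subsets of 2 libraries per group were drawn at random 50 times. The paper marks the libraries of its reduced analysis only in figure S3, and that picture was not available here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.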

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

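The exact permutation test of CYP314A1 with all 23 libraries and the comparison of 4 scalings were chosen only after the result was seen. A library was looked at more closely when its gap to the nearest library of its group, divided by the range of the group, passed Dixon's critical value. This occurred in 15 of 84 groups tested. Chance would give about 4.2 among groups taken without regard to their values, but most of the 15 concern genes picked for their level in single-foundress replicate 2 or for a p that rests on 1 library, so that the comparison with chance is not a test.

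Single-foundress replicate 2 stood apart in its percentage of mapped reads (ratio 0.648, 92.05% against 94.64% to 96.05% in its group) and in its distance on the first 2 principal components (ratio 0.649). Further, the paper left this library out of its tests, and it had 168 genes with at least 10 times the level of every other library, which held 0.378% of its counts, whereas the other libraries had 0 or 1 such gene. Greater depth is argued against, because after thinning to 32168288 counts it still lay 2.47 times as far out as the next library. A few genes with very high counts are argued against too, with a ratio of 2.45 once the 50 genes with the highest mean count were removed. An exchange of labels with a five- or 10-foundress library is argued against as the cause, because this library lay apart from the libraries of every group (the farthest five- or 10-foundress library reached 0.34 of its distance) and no change of labels within the set would alter that. Whether its own label is right was not tested, since the groups do not separate. A swap with an outside sample was not tested. Reads from another organism cannot be told apart from other causes. The distance was computed from reads counted on wasp genes, so that unmapped reads do not enter it, and foreign reads that mapped were not tested. Over the other 22 libraries the mapped percentage was unrelated to the distance (Spearman rho -0.0005647, permutation p = 1, adjusted 1). Pearson r was 0.0683 (permutation p = 0.760, adjusted 0.760, and 0.0974 without the 2 farthest libraries, 7 relations computed in all). That relation cannot decide the question for single-foundress replicate 2, and 1 library gives no relation of its own. RNA from ovary or other dividing tissue is a candidate explanation that stays open. The median log2 ratio of 12 germline and cell division genes to the other single-foundress libraries was 1.96, against -0.29 to 0.16 in those libraries, and 11 of the 12 were highest in this library. Counts of nanos were 1188 against at most 11 in any other library, of Cdk1 1099 against 48 and of oskar 2370 against 709. Only 6 of the 12 genes were above 2-fold of the highest other library, 8 of the 12 had a median of at least 1 CPM in the other 22 libraries, so that heads express them too, and Melk (611 against 458) and E2f8 (749 against 848) changed little. The paper proposes an anomaly at sequencing, which the counts alone do not address.

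LOC100120817, LOC103317403, cycB and LOC100116491 also stood out in single-foundress replicate 2, with ratios of 0.672, 0.636, 0.602 and 0.662, but they were chosen for their level in that library, so that these ratios are not independent of that choice. In five-foundress replicate 10 the same genes were high as well, with ratios of 0.624, 0.873, 0.651 and 0.5684, at far lower levels (cycB 0.75 log2 CPM against 6.47). LOC100120817 was high in 10-foundress replicate 20 (0.652), LOC103317403 was high in 10-foundress replicate 18 (0.600) and LOC100116491 was low in 10-foundress replicate 17 (0.595). No explanation was tested for those libraries, and no biological explanation was tested.

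CYP314A1 was higher in single-foundress replicate 2 than in the rest of its group (ratio 0.675, 3.71 log2 CPM against 2.59 to 2.95), which runs against the lower level of its group. Whether the difference between groups rests on leaving this library out stays open. With all 23 libraries the log2 difference was 0.32 with an exact permutation p of 0.0438, while edgeR gave 0.27 with an unadjusted p of 0.0632. The scaling of the libraries is argued against as its cause, since the lowest log2 difference over 4 scalings of the 22 libraries was 0.43. A response to foundress number stays among the open explanations, and neither p is adjusted for the number of genes tested.

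LOC100122011 stood out in 10-foundress replicate 24 (ratio 0.857), where it had 59 counts. No explanation was tested for this single value, technical or biological.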

How the results depend on the processing

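The gene lists matched by symbol, the settings of the linear algebra library and the other scalings of the ratios in single-foundress replicate 2 and of the odorant receptor score were chosen only after the data were seen. No paired analysis was possible because the libraries of the groups carry different numbers.

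Of 41 alternatives, the number of genes past an adjusted p of 0.05 was the same in 39 for the single- versus five-foundress comparison, in 41 for the five- versus 10-foundress comparison and in 34 for the single- versus 10-foundress comparison, and in 35 of 39 for overall foundress number. The exceptions in the single- versus five-foundress comparison were 1 gene (LOC100123357, named after it was seen) with 2 principal components as covariates and 4 with surrogate variables. In the single- versus 10-foundress comparison edgeR with all 23 libraries gave 39, DESeq2 with the groups compared fitted alone 5, limma-voom 3 (LOC100679337, LOC103317637 and LOC100680219) and 6 with all 23 libraries, 2 principal components 6 and surrogate variables 28. For overall foundress number all 23 libraries gave 77, 2 principal components 4 and surrogate variables 17. When each library was left out in turn, the numbers were 0 to 0, 0 to 0, 0 to 1 and 0 to 1 in the order of the tests above. The 1 gene was LOC103316497 without single-foundress replicate 3, with a log2 fold change of -1.76. The 6 genes with 2 principal components were among the 28 with surrogate variables, as were the 3 of limma-voom, and 1 of the 28 was among the 39 with all 23 libraries. The other observations give tests of chance for the 39 and 77 genes with all 23 libraries, and for the 6 and 28 genes of the single- versus 10-foundress comparison with covariates, and a test of single-foundress replicate 2 for the 39. For the other numbers the cause was not tested.

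The number at an unadjusted p below 0.05 stayed within 1.5 times the reported one in 35, 32 and 31 of 41 alternatives and in 29 of 39 for overall foundress number. In the 4 tests in turn, 2 principal components gave 537, 995, 888 and 826, surrogate variables 931, 1297, 1634 and 1434, and limma-voom 382, 1018, 1917 and 1090. Limma-voom with all 23 libraries gave 1015, 1646 and 967 in the last 3 tests. EdgeR with all 23 libraries gave 500 in the single- versus five-foundress comparison, 744 in the single- versus 10-foundress comparison and 546 overall. With fewer genes tested the numbers fell, to 154, 161 and 165 with filterByExpr (single- versus five-, five- versus 10-foundress and overall) and to 124, 126, 252 and 131 with 10 counts or more in every library. A numeric trend gave 519 overall. Leaving out each library gave 187 to 326, 165 to 530, 301 to 1014 and 217 to 507. The five- versus 10-foundress number was 402 without 10-foundress replicate 17, 530 without 18 and 381 without 24. The single- versus 10-foundress number was 1014 without 10-foundress replicate 17, 931 without 24, 705 without single-foundress replicate 5 and 656 without 6. The overall number was 507 without 10-foundress replicate 17 and 434 without 24. The limma-voom number of 1917 was tested against chance (other observations). For the others, apart from fewer genes tested, the cause was not tested.

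CYP314A1 was higher in the 10- than in the single-foundress group in all 41 alternatives, and passed an adjusted p of 0.05 with DESeq2 on the groups compared alone (log2 fold change 0.44, adjusted p = 0.0462) and with surrogate variables (0.47, adjusted p = 0.0482), in a range of adjusted p from 0.0462 to 1. It was 0.41 to 0.48 when each library was left out. The cause was not tested. LOC100122011 reversed in the single- versus five-foundress comparison with 2 principal components, from -1.12 to 0.12, at 0 to 3 counts per library in these groups.

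The share of variance on PC1 rose to 48.0% with all 23 libraries, and was 29.3% to 35.3% when each library was left out. The share between groups stayed between 5.43% and 7.92%. Single-foundress replicate 2 passed Dixon's critical value in 4 of 5 alternatives, and not with the variance stabilizing transformation (0.471). Of the tests of gene lists, 4 passed an adjusted p of 0.05 with camera, 4 with all 23 libraries, 5 with filterByExpr and 0 with fry or with an estimated correlation. Camera took a preset correlation of 0.01 between the genes of a list. The median correlation between pairs of the 187 odorant receptor genes of the score was 0.774. The odorant receptor calls thus rest on a preset far below the observed correlation. For the other lists and for filterByExpr the cause was not tested. Depth limits what can be said of genes with few counts, such as LOC103316497 and LOC100122011.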

Differences from the paper's values

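The form of edgeR's quasi-likelihood fit was settled only after the counts of genes from both forms had been seen. The paper gives an adjusted p of 0.074 for CYP314A1 in the single- versus 10-foundress comparison, and edgeR gave 0.577, or 0.693 with the earlier form of the fit. Of 41 alternatives set before the data were examined, 5 came within 1.5 times the paper's value. These were DESeq2 at its present defaults, without independent filtering and without outlier replacement (0.0716 each), DESeq2 with a prior on fold changes (0.0745) and edgeR with 2 principal components as covariates (0.0602). The other 36 did not, and all 41 lay between 0.0462 and 1.

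The paper states that removing the outlier did not change the number of differentially expressed genes. With DESeq2, the tool of the paper, the number was 0 in each of the 4 tests with and without single-foundress replicate 2 (unadjusted 222, 182, 488 and 293 with it and 223, 204, 434 and 260 without it). These fits replaced extreme counts of single libraries, and DESeq2 was not run on all 23 libraries without that step. With edgeR on all 23 libraries it was 39 in the single- versus 10-foundress comparison and 77 for overall foundress number.

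The paper gives its number of genes with a mapped read in the sentence on the whole dataset. That number equals the 13599 found in the 22 libraries, and 13613 were found in the 23 libraries.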

Other observations

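The test of low counts as the cause of the few genes at an unadjusted p below 0.05 and the test of depth behind the odorant receptor score were chosen only after the result was seen, as were the gene lists matched by symbol.

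Chance cannot be excluded for the numbers of genes at an unadjusted p below 0.05. Among 100 splits of the libraries into groups of the same sizes, the real one included, 82 gave as many in the single- versus five-foundress comparison, 78 in the five- versus 10-foundress comparison, 56 in the single- versus 10-foundress comparison and 82 overall. The medians over splits were 352.5, 527.5, 535.5 and 503, with values from 149 to 3341, 155 to 3554, 153 to 4090 and 134 to 4209. Nor can chance be excluded for the genes past an adjusted p of 0.05 with all 23 libraries (19 of 100 splits gave as many in the single- versus 10-foundress comparison and 55 of 100 overall), with 2 principal components as covariates (7 of 100) or with surrogate variables (4 of 40), or for the number at an unadjusted p below 0.05 by limma-voom (44 of 100), all in the single- versus 10-foundress comparison unless stated. Of the 39 genes with all 23 libraries, single-foundress replicate 2 was the highest or lowest library in 38, so that its counts are a likely source of those calls.

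With edgeR on the 22 libraries, fewer than the 5% of genes that independent chance gives had an unadjusted p below 0.05 in each of the 4 tests. The same held with DESeq2, at 3.19% or less. With limma-voom the shares were 2.8%, 7.5%, 14.1% and 8.0%. In the single- versus 10-foundress comparison edgeR gave 7.46% without 10-foundress replicate 17 and 6.85% without 10-foundress replicate 24. It gave 5.19% without single-foundress replicate 5. The shortfall thus depended on the tool and on single libraries. Genes with low counts are argued against as the cause of the shortfall in edgeR, since the highest share over the tests was 2.76% with filterByExpr. Variation shared by many genes and unrelated to the groups cannot be told apart from other causes, because with 2 principal components as covariates the share was 3.95% in the single- versus five-foundress comparison but 7.32%, 6.53% and 6.07% in the other tests. Over the 100 splits in edgeR the median numbers were 352.5, 527.5, 535.5 and 503, each below the 680 of independent chance. A shortfall was thus usual in these libraries without regard to foundress number, although single splits reached 3341, 3554, 4090 and 4209. No biological explanation was tested.

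PC1 of the 22 libraries may follow an immune response that differs between pools. The median absolute correlation with PC1 of 4 immune genes other than the defensins was 0.638, higher than in 99.91% of 10000 random lists with like mean counts. The r was 0.79 for Gnbp1-2, 0.69 for ppo1, 0.59 for Imd and -0.49 for ppo3, beside 0.81 for Def1-1 and 0.80 for Def1-2, so that the genes did not all move in the same direction. Genes are not independent replicates.

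Odorant receptor genes differed together between the 22 libraries. The score of 187 genes ranged over 2.75 on the log2 scale, or 6.75-fold, from single-foundress replicate 8 to single-foundress replicate 1, with 185 of the 187 lower in the former, and over 2.74 and 2.83 with RLE and upper quartile factors. The pattern was noticed in the tests of the lists before it was tested itself. Greater spread of genes with low counts is argued against, since the highest SD of the score among 10000 random lists with like mean counts was 0.119 and the observed one 0.717. Depth is argued against as the whole cause. The libraries with the lowest and the highest score had similar totals, 29920597 counts with a score of -1.77 in single-foundress replicate 8 and 32164140 with 0.99 in single-foundress replicate 1, and the SD after regression on the log2 total count was 0.6255. A part in it stays open, since the score correlated with the log2 total count (r 0.488, permutation p = 0.0208, adjusted 0.0472, 0.423 without the 2 farthest libraries; rho 0.529, permutation p = 0.0125, adjusted 0.0218). The regression was added after r had been seen, and the SD that it leaves follows from r. Different amounts of antennal tissue in the pools are a candidate explanation. The score correlated with the median of 3 odorant binding protein symbols (r 0.468, permutation p = 0.0279, adjusted 0.0472, 0.532 without the 2 farthest libraries; rho 0.586, permutation p = 0.00468, adjusted 0.0109). This rests mainly on OBP77 (r 0.845, rho 0.820, permutation p = 1e-05 each, the smallest that 100000 permutations can give, adjusted 7e-05, r 0.825 without the 2 farthest libraries), as OBP19 and OBP67 had mean counts of 9.59 and 2.05. The score fell as that of nicotinic acetylcholine receptors rose (r -0.746, permutation p = 7e-05, adjusted 0.000245, -0.674 without the 2 farthest libraries; rho -0.679, permutation p = 0.00094, adjusted 0.00329). With PC1 r was 0.455 (permutation p = 0.0337, adjusted 0.0472, 0.295 without the 2 farthest libraries; rho 0.397, permutation p = 0.0675, adjusted 0.0944) and with PC2 0.316 (permutation p = 0.151, adjusted 0.176, 0.254 without the 2 farthest libraries; rho 0.352, permutation p = 0.109, adjusted 0.128). There were 7 relations in all.

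Of 33 tests of 11 gene lists with camera, 4 passed an adjusted p of 0.05. Odorant receptors were higher in the 10- than in the five-foundress group (median log2 fold change 0.28, adjusted p = 2.7e-08) and than in the single-foundress group (0.27, adjusted p = 3.01e-06). Cytochrome P450 genes were higher (0.20, adjusted p = 0.0494) and respiratory chain genes lower (-0.09, adjusted p = 0.000914) in the five- than in the single-foundress group. None of these calls held under fry or an estimated correlation, where 0 of 33 passed. With its preset correlation of 0.01, camera treated the genes of a list as nearly independent. Pairs of the 187 odorant receptor genes of the score had a median correlation of 0.774, so that the small adjusted p of that list cannot be relied on. With camera, 4 of 33 also passed with all 23 libraries and 5 with filterByExpr, and both odorant receptor calls were among them in each case. The cytochrome P450 call was in neither and the respiratory chain call only in the latter, while germline and cell division genes (2 comparisons, all 23 libraries) and gustatory receptors (2 comparisons, filterByExpr) were added. The other lists and comparisons had adjusted p between 0.135 and 0.990. Among these the median, the mean and the test differed in sign for nicotinic acetylcholine receptors (single- versus five-foundress), serine proteases and homologues (five- versus 10-foundress) and hexamerins (single- versus five- and single- versus 10-foundress). For odorant receptors, libraries that differ in the whole list and fall into the groups by chance are a candidate explanation, since the difference in library scores was 0.36 between the five- and 10-foundress groups (exact permutation p = 0.244, two-sided, n = 7 and 8) and 0.34 between the single- and 10-foundress groups (exact permutation p = 0.405, two-sided, n = 7 and 8), so that neither passed a test over libraries. A response to foundress number is not excluded by it. In single-foundress replicate 2 the median log2 ratio to the other single-foundress libraries was 0.11 for odorant receptors, -0.53 for gustatory receptors, -0.43 for nicotinic acetylcholine receptors, 0.41 for cytochrome P450, -0.63 for the respiratory chain, -0.36 for cuticular proteins, 0.14 for serine proteases and homologues, 1.47 for immune genes, -0.65 for hexamerins and 0.10 for glutathione transferases and carboxylesterases.

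The paper reports a reduced analysis with 2 libraries per group, which it chose. In 50 random draws of 2 libraries per group from the 22, DESeq2 gave at least 1 gene past an adjusted p of 0.05 in any of the 4 tests in a share of 0.94. With DESeq2, so few replicates may thus give such genes without a choice of libraries. The single tests gave at least 1 gene in 38, 34, 41 and 46 draws, with medians of 4, 8, 16 and 31 genes and at most 491, 1045, 2700 and 1886. The numbers in the paper were above these medians in all 4 tests. In the single- versus five-foundress comparison the paper's number was also above the highest draw, so that random draws did not reproduce it. In the other tests it was below the highest draw. EdgeR gave a gene in 0, 1, 2 and 0 of the same draws, so that such genes depended on the tool as well as on the few replicates.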
